A study of Rattus norvegicus with 24 samples. Its data were reported in "Compulsive methamphetamine taking in the presence of punishment is associated with increased oxytocin expression in the nucleus accumbens of rats" (2017).

How the data were processed

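Gene expression was measured in the nucleus accumbens of 24 male Sprague Dawley rats with the Affymetrix Rat Transcriptome Array 1.0, 1 array per rat. The labels put 6 arrays in the saline control group (CT), 6 in the shock-resistant group (SR), 6 in the shock-sensitive group (SS), 3 in the saline group yoked to SR (YSR) and 3 in the saline group yoked to SS (YSS). The study's methods describe RNA from individual animals, so p-values here measure the spread between rats. The labels of the CT, SR and SS arrays carry a mark that the yoked arrays lack, and its meaning is not given in the sources used here. If it marks a batch, comparisons of a yoked with another group cannot tell batch from group.

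The authors deposited a log2 signal per transcript cluster and array, made with Affymetrix Expression Console according to the submitters' processing notes. The background correction, the normalization between arrays, the summarisation and the genome build are not given in the sources used here. A second table deposited by the authors holds the bi-weight group average of the log2 signals, signed linear fold changes (a score that is never between -1 and 1), ANOVA p-values and FDR p-values of their pairwise comparisons. The group standard deviations (SD) are the other quantity in the authors' deposited table, and they equalled those of the array values within 0.005. The arrays carried 68842 transcript clusters and 1738 control rows, of which 1153 were negative controls. No 2 arrays held identical values. The number of arrays limits the precision of each value.

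A probe was tested when its mean in the CT arrays was above the mean of the bioB spike-in in these arrays (9.45 on the log2 scale), as in the study's methods. This left 9044 probes, 13.1% of the clusters. Of these, 3831 carried 1 gene symbol and stood for 3689 genes, 4999 carried no gene and 214 carried several. Symbols came from the deposited table and were updated through a RefSeq gene table of the assembly GRCr8. Of the positions in that RefSeq table, only the chromosome of each gene was used, for the match of clusters to genes described below. Of the 3831 probes, 3785 matched a RefSeq symbol and 33 a synonym, and 13 kept the microRNA name of the file. Coordinates are those of the deposited table. A cluster was taken as matched when its gene was in the RefSeq table and did not lie on another chromosome than the cluster. A cluster without a given chromosome, such as those of Hbb-b1 and Hbb-bs, could not be checked this way and counted as matched. Of the 3831 probes 3735 were matched and 96 were not, among them 13 of the 27 microRNA genes, with clusters up to 365 kb long. This check was added after the data were seen, and no gene is named from an unmatched cluster.

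All 24 arrays entered 1 limma fit of 5 groups (lmFit and eBayes, limma 3.58.1 in R 4.3.3, with tables and plots prepared in Python 3.11.15), with 8 contrasts, a moderated F test and the contrast of differences from the yoked groups, (SR-YSR)-(SS-YSS). All limma tests were two-sided. Probes were called at a Benjamini-Hochberg adjusted p under 0.05, and a second count used the study's criterion of 1.7-fold with an unadjusted p under 0.05. Genes under the filter, Oxt among them, have their values from the same fit over all clusters, and Oxt also has an exact two-sided permutation test. Where a compared group had 0 arrays above the 95th percentile of their negative controls, the log2 difference of a named gene is given and no fold. Some other genes, Mir770 and Sgk1 among them, are also given as a log2 difference, so that form alone does not mark a signal near background. Gene lists were tested with camera at a preset correlation of 0.01, on the probe with the highest mean per gene, where 3 or more members were tested. Of 30 lists, 22 could be tested. Fry and camera with an estimated correlation were run beside it, and p-values were adjusted over the lists within a comparison.

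The lists, filter, contrasts and naming rule were fixed before the data were examined. Per comparison, the rule named up to 10 genes per direction with the smallest p among adjusted calls, up to 10 per direction among those past the study's criterion, the 6 genes the study measured by PCR (Oxt, Oxtr, Cartpt, Fmo2, Pdk4 and Ptpro), 8 genes of the study's accumbens table in SRvsCT, SSvsCT and SRvsSS, and up to 4 members per gene list with the smallest p. The microRNA entries of that study table were not part of the list of 8, and Pdxk and Zfp616 had no probe with 1 gene symbol. Of the PCR and table genes, 36 values over the comparisons had an unadjusted p of 0.1 or more, and most of these are left out of the text. Some members of gene lists are not reported here. The set test on the contrast of differences from the yoked groups and the lists over matched clusters were added after the data were seen.

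The limma step was tested on simulated data with 200 of 9044 probes changed. For SRvsCT it recovered 43.3% of the probes changed 1.3-fold, 80.6% of those changed 1.7-fold and 100% of those changed 2.5-fold, with 6 false calls among 155. For YSRvsYSS, with 3 arrays per group, it recovered 22.4%, 70.1% and 93.9%, with 7 false calls among 131. A list of oligodendrocyte markers shifted by 0.3 on the log2 scale was found in the simulated SRvsCT (adjusted p = 0.00094) and missed in the simulated YSRvsCT (adjusted p = 0.139). The simulated genes were independent, while these markers had an estimated correlation of 0.734 in the arrays. The simulation therefore does not show how limma or camera perform on correlated genes. The alternatives were another quantile normalization, equal medians, other filters, fits of 2 groups with and without moderation, trend and robust moderation, array weights, 1 probe per gene, the replicate number as a block, other fold thresholds and each array left out in turn. Another quantile normalization means one applied to the deposited values, whose own normalization is not known. The deposited group table holds no values per array, so it could not replace the array values in a fit.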

Results

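Rats that kept taking methamphetamine under footshocks (SR), rats that cut their intake (SS), rats yoked to SR or SS partners (YSR and YSS) and saline controls (CT) were profiled in the nucleus accumbens, a part of the ventral striatum. Yoked rats got saline and non-contingent shocks, given when their partners were shocked for their own presses. Tissue was taken after about a month of withdrawal, the day after a second test of cue-induced drug seeking. SR rats pressed more than SS rats in that test. SR and SS rats were not assigned but sorted afterwards by how they responded to punishment. In SRvsCT, SSvsCT and SRvsSS, past drug and shock exposure, the recent test and differences present before exposure therefore cannot be told apart. There were 6 arrays each for CT, SR and SS and 3 each for YSR and YSS. The median log2 signal of the tested probes ran from 11.61 in CT replicate 3 to 11.89 in SS replicate 4, and that of the negative controls from 5.83 to 6.08. Over all clusters the median ran from 4.87 in SR replicate 5 to 5.22 in CT replicate 3. The moderated F test of any difference among the 5 groups called 1 of 9044 probes (adjusted p = 0.0115), a coding cluster without a gene symbol, with 12.45 ± 0.125 (SD, n = 6) in SR, 12.43 ± 0.0827 (n = 6) in SS, 12.08 ± 0.0952 (n = 6) in CT, 12.05 ± 0.0728 (n = 3) in YSR and 11.97 ± 0.108 (n = 3) in YSS. The F test called 205 probes without SR replicate 1, 6 without SR replicate 2, 2 without CT replicate 5, 3 without YSS replicate 1 and 4 without YSS replicate 2. It called 0 probes with no filter and 0 with the replicate number as a block. Whether these numbers pair rats is not given in the sources used here. The F test called 2 probes with equal array medians, 15 after another quantile normalization, 33 with 1 probe per gene and 496 with array weights.

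Oxytocin (Oxt), a neuropeptide hormone and the main gene of the study in this region, had its highest mean in SR. Its log2 signal was 9.25 ± 2.10 (SD, n = 6) in SR, 6.35 ± 1.04 (n = 6) in CT, 6.46 ± 1.31 (n = 6) in SS, 5.83 ± 0.12 (n = 3) in YSR and 5.99 ± 0.25 (n = 3) in YSS. The log2 difference of SR from CT was 2.89 (95% interval 1.40 to 4.39), with 4 of 6 SR arrays above each CT array and an exact two-sided permutation p of 0.0108. From SS it was 2.79 (exact permutation p = 0.0173), with 2 of 6 SR arrays above each SS array. The study picked Oxt from these arrays, so neither p is independent evidence of a difference. SR replicates 3 and 6 had 11.12 and 12.51, and these 2 arrays lay above the 95th percentile of their own negative controls, as did 0 of 6 CT arrays, 0 of 6 SS arrays and 0 of 3 arrays in each yoked group, so no fold is given. The other 4 SR arrays had 7.69, 8.79, 8.10 and 7.28. Oxt lies on chromosome 3 from 123106694 to 123107534 in the deposited table, whose genome build is not given in the sources used here. Its probe was under the signal filter, and over all clusters limma's adjusted p was 0.0697 for SRvsCT and 0.693 for SRvsSS, so neither difference passed the correction. The log2 difference fell to 2.24 in SRvsCT and 2.14 in SRvsSS without SR replicate 6.

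**Figure D1:**
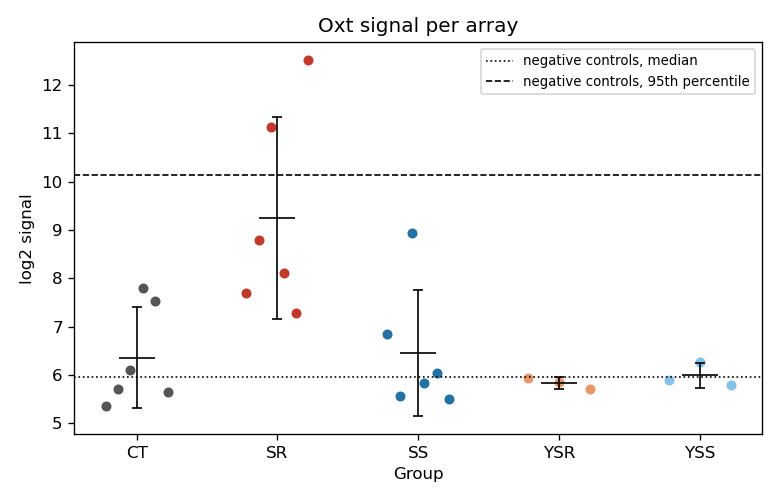
Log2 signal of Oxt on each array (points) by group, with the group mean and SD (bars). The dotted and dashed lines are the medians over arrays of the negative controls' median and 95th percentile, and SR replicates 3 and 6 lie highest, at 11.12 and 12.51.

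SRvsCT set compulsive takers against controls. The called genes with the smallest p were higher in SR. Ogdh, an enzyme of the citric acid cycle, was 1.25-fold higher (adjusted p = 0.0171). Ganab, a glucosidase of the endoplasmic reticulum, was 1.31-fold higher, Nsfl1c, a cofactor of the p97 ATPase, 1.33-fold, Ubqln1, a carrier of proteins to the proteasome, 1.26-fold, and Psap, the precursor of the saposins, 1.35-fold. The nucleic acid-binding proteins Ncl, Safb and Hnrnpa3 were 1.31-fold, 1.32-fold and 1.31-fold higher, and Surf2 was 1.42-fold higher. Apart from Ogdh, each of these genes had an adjusted p of 0.0159, and all 9 were above each CT array in 6 of 6 SR arrays. In CT, Surf2 and Psap had 1 array apart from the others, replicate 3. Mettl7a was 1.65-fold higher (adjusted p = 0.0345, 4 of 6 arrays above CT). The study picked it from these arrays, so it is not independent evidence of a direction. At an adjusted p under 0.05 limma called 180 probes, 157 higher and 23 lower, with a median change of 1.31-fold, and they held 99 higher and 0 lower genes whose cluster matched the gene. The split depended on the signal filter, since over all 68842 clusters limma called 233, 112 higher and 121 lower, with 3941 higher and 8934 lower at an unadjusted p under 0.05. The median over all clusters was lowest in an SR array and highest in a CT array, and its part in this split was not tested.

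The SRvsCT count depended on single arrays. It was 0 without SR replicate 3, where the 9 genes above had an adjusted p of 0.0517, and 1196, 574, 82, 22 and 18 without SR replicates 1, 2, 4, 5 and 6. Without CT replicates 2, 3, 5 and 6 it was 31, 17, 110 and 65, without SS replicate 3 it was 100 and without YSS replicate 1 it was 275. A fit of these 2 groups alone called 0 probes, and 4 without moderation. The count was 75 with the replicate block, 363 with 1 probe per gene, 1250 with array weights and 0 without SR replicate 5 and CT replicate 3 together, a fit chosen after seeing the data. The split was 155 higher and 77 lower after another quantile normalization, and 42 higher and 21 lower with equal array medians.

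At the study's criterion 88 probes passed in SRvsCT, 16 higher and 72 lower, and 71 of the lower ones had no matched gene. The matched ones were 2 microRNA precursors. Mir770, whose cluster lies within that of the noncoding gene Meg3, was higher by 0.77 on the log2 scale (adjusted p = 0.0381, 1 of 6 SR arrays above each CT array), and Mir876 was 1.92-fold lower (adjusted p = 0.0655, 4 of 6 arrays below CT). Mir770 had 1 CT array apart, replicate 5. Of genes under the filter, Tmem223, Fxyd6 and the oxytocin receptor Oxtr differed by 0.995 (adjusted p = 0.0701), 0.77 (adjusted p = 0.109) and 0.33 (adjusted p = 0.107) on the log2 scale, and Cym by -0.79 (adjusted p = 0.194). The study picked Mir770, Mir876, Mir598, Tmem223, Fxyd6 and Cym from these arrays too, so their p-values here and in the other comparisons are not independent evidence. Cartpt, the precursor of the CART peptides, was 1.32-fold higher (adjusted p = 0.332). The count was 45 (14 higher) without SR replicate 5, 52 without CT replicate 3, 205 without SR replicate 1 and 162 without SR replicate 2. Mir770 lay under 1.7-fold, with log2 differences of 0.66 to 0.76, without CT replicate 1, 2, 3 or 6 or without SR replicate 4, 5 or 6, and also after another quantile normalization (0.71) and with equal medians (0.72), and the unadjusted p of Cym was 0.0703 without SR replicate 2 and 0.0639 without SR replicate 3.

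**Figure D2:**
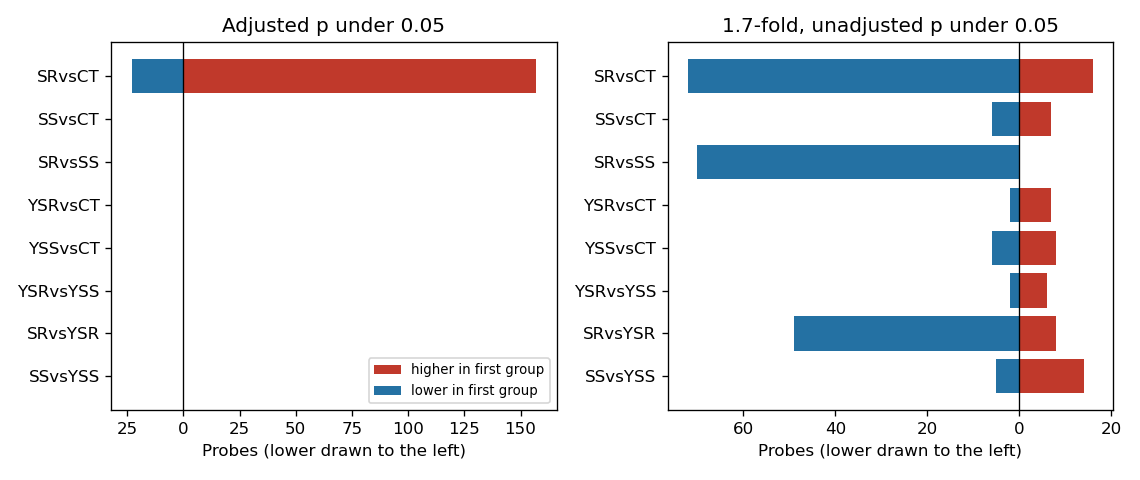
Number of probes per comparison at an adjusted p under 0.05 (left) and at the study's criterion (right), drawn to the right where higher and to the left where lower in the first group. SRvsCT had 157 higher and 23 lower probes on the left panel, and the other comparisons 0.

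Genes of oxidative phosphorylation, the respiratory chain and ATP synthase, were higher in SR than CT as a list. Of 38 tested members, 22 were higher and 0 lower at an unadjusted p under 0.05, 3 passed over all probes and 16 adjusted over the list alone. Among them was Atp5f1b, 1.22-fold higher (adjusted p = 0.0308). The list had a camera adjusted p of 0.00344, and an adjusted p of 0.856 with an estimated correlation. Of 47 ribosomal protein genes 18 were higher and 0 lower at an unadjusted p under 0.05, 1 passed over all probes (Rps9, 1.29-fold, adjusted p = 0.0381) and 7 adjusted over the list alone (camera adjusted p = 0.0343, and adjusted p = 0.856 with an estimated correlation). Of 27 clusters with a microRNA symbol 11 were lower and 1 higher at an unadjusted p under 0.05, 1 in each direction passed over all probes, and 5 lower and 1 higher adjusted over the list alone (camera adjusted p = 2.32e-15, and adjusted p = 0.162 with an estimated correlation). The clusters of 14 matched the microRNA gene, and of these 6 were lower and 1 higher (camera adjusted p = 1.17e-07, and adjusted p = 0.158 with an estimated correlation). The 23 potassium channel genes had 0 members at an unadjusted p under 0.05 and a median difference of 0.04, while camera ranked the list below the other genes (adjusted p = 0.0343, and adjusted p = 0.856 with an estimated correlation). The ribosomal list had an adjusted p of 0.161, 0.107 and 0.128 without CT replicates 1, 3 and 6 and of 0.0938, 0.0888 and 0.109 without SR replicates 1, 3 and 4. The potassium channel list had 0.0813 and 0.107 without CT replicates 1 and 3, 0.0691, 0.141 and 0.0827 without SR replicates 4, 5 and 6, 0.119 after another quantile normalization and 0.398 with no filter.

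**Figure D3:**
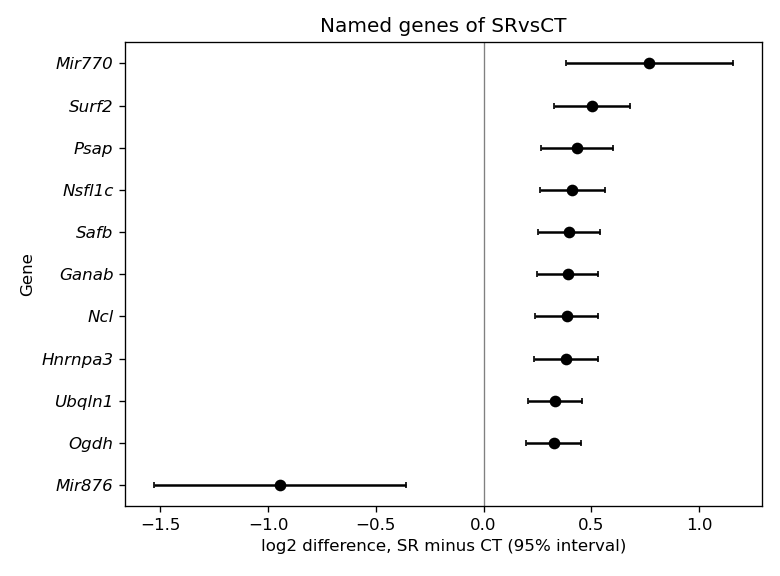
Log2 difference SR minus CT with its 95% interval for 11 named genes past an adjusted p under 0.05 or the study's criterion. Surf2 lies at 0.50 and Mir876 at -0.94.

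SSvsCT asked the same of rats that cut their intake. Slc17a7, the vesicular glutamate transporter of cortical neurons, differed by -1.79 on the log2 scale (adjusted p = 0.702, 3 of 6 arrays below CT), with 7.68 ± 0.98 (SD, n = 6) in SS and 9.48 ± 1.45 (n = 6) in CT. The study picked it from these arrays. Ap1ar, a regulator of the AP-1 adaptor complex, was 1.71-fold lower (adjusted p = 0.557, 3 of 6 arrays). The cortical glutamatergic neuron list had 3 tested members, 1 of them (Slc17a7) lower at an unadjusted p under 0.05 and 0 adjusted over the list alone, and its camera adjusted p was 0.0111, and adjusted p = 0.0817 with an estimated correlation. Lamp5 and Rorb differed by -0.34 and -0.11 on the log2 scale. Neurod6, another cortical marker under the filter, had 4.87 ± 0.41 (n = 6) in SS and 5.69 ± 0.97 (n = 6) in CT. Under the filter, Cym differed by -0.95 (adjusted p = 0.406) and Fxyd6 by 0.44 (adjusted p = 0.615) on the log2 scale. The number of probes limma called at an adjusted p under 0.05 was 0, with 627 at an unadjusted p under 0.05 (540 higher and 87 lower) where chance gives 452, against 1700 higher and 4299 lower over all clusters. Fits of 2 groups, trend and robust moderation and the replicate block also called 0, and array weights 36. The study's criterion was passed by 13 probes, 7 higher and 6 lower, and with equal array medians 6 were higher and 8 lower. Without CT replicate 4 the count was 21. The unadjusted p of Slc17a7 was 0.0602 without CT replicate 2, 0.0505 without SR replicate 4, 0.0934, 0.0876, 0.0725 and 0.0508 without SS replicates 2, 3, 4 and 5, and 0.0509 without YSS replicate 1, and Ap1ar lay under 1.7-fold without CT replicate 1, 2 or 3 or SS replicate 1, 4 or 5 (log2 differences of -0.61 to -0.75).

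SRvsSS set both kinds of takers side by side. Clusters with a microRNA symbol were lower in SR, with 9 of 27 at an unadjusted p under 0.05, 4 adjusted over the list alone and a camera adjusted p of 3.5e-13 (adjusted p = 0.265 with an estimated correlation), and of the 14 that matched the microRNA gene 5 were at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera adjusted p = 1.36e-06, and adjusted p = 0.256 with an estimated correlation). Oxidative phosphorylation genes were higher in SR, with 18 of 38 at an unadjusted p under 0.05, 0 over all probes and 9 adjusted over the list alone (camera adjusted p = 1.32e-05, and adjusted p = 0.872 with an estimated correlation), among them the complex I genes Ndufab1, 1.23-fold, and Ndufs1, 1.27-fold. The glucocorticoid-responsive list was lower in SR, with 1 of 7 members at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera adjusted p = 0.00223, and adjusted p = 0.524 with an estimated correlation). That member was Sgk1, a kinase induced by glucocorticoids, 1.56-fold lower (adjusted p = 0.391), and the metallothionein gene Mt2A differed by -0.31 on the log2 scale (adjusted p = 0.411). The 9 epigenetic enzymes had 0 members at an unadjusted p under 0.05 and a camera adjusted p of 0.0374 towards lower (adjusted p = 0.524 with an estimated correlation, and 0.351 in the other direction with no filter). Cartpt was 1.49-fold higher and Mettl7a 1.40-fold higher (each adjusted p = 0.378), and Tmem223, under the filter, differed by 0.65 on the log2 scale (adjusted p = 0.693). Limma called 0 probes at an adjusted p under 0.05, with 1133 at an unadjusted p under 0.05 (521 higher and 612 lower, against 1687 and 3055 over all clusters). Fits of 2 groups, trend and robust moderation and the replicate block called 0, array weights 751, and the fit without SR replicate 1 called 298. The study's criterion was passed by 70 probes, 0 of them higher, and 0 had a matched gene. The count was 189, 130, 18 and 42 without SR replicates 1, 2, 5 and 6 and 42 without SS replicate 4. Without SR replicate 5 the unadjusted p of Cartpt was 0.0661 and without SS replicate 1 it was 0.0657, that of Tmem223 was 0.0569 without SS replicate 4, and the adjusted p of the epigenetic list was 0.0514 and 0.138 without SR replicates 2 and 5 and 0.0547, 0.0698 and 0.0504 without SS replicates 2, 4 and 6.

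YSRvsCT set rats with many past shocks and no drug against controls. Sgk1 was higher in YSR by 0.85 on the log2 scale and Ptpro, a receptor tyrosine phosphatase, by 0.83 (each adjusted p = 0.999, 1 of 3 arrays above CT). Pdk4, a kinase that inhibits pyruvate dehydrogenase, lay under the filter and was higher by 0.82 (adjusted p = 0.972, 2 of 3 arrays). The study chose Ptpro and Pdk4 as genes that changed in yoked rats, so their p-values here, in YSRvsYSS and in SRvsYSR are not independent evidence. The glucocorticoid-responsive list was higher, with 2 of 7 members at an unadjusted p under 0.05 (Sgk1 and Bcl6, the latter by 0.33 on the log2 scale) and 0 adjusted over the list alone (camera adjusted p = 0.00467, and adjusted p = 0.658 with an estimated correlation). Ribosomal proteins were higher by camera, with 4 of 47 at an unadjusted p under 0.05 (adjusted p = 0.0011, and adjusted p = 0.893 with an estimated correlation), and Rps10 was 1.31-fold higher. Oligodendrocyte markers had 0 of 8 members at an unadjusted p under 0.05 and ranked lower (camera adjusted p = 0.00575, and adjusted p = 0.82 with an estimated correlation), as did clusters with a microRNA symbol with 1 of 27 (camera adjusted p = 0.000135, and adjusted p = 0.658 with an estimated correlation), of which the 14 matched ones had 0 (camera adjusted p = 0.00454, and adjusted p = 0.502 with an estimated correlation). In YSRvsCT limma called 0 probes at an adjusted p under 0.05, with 271 at an unadjusted p under 0.05 (240 higher and 31 lower, against 978 and 2379 over all clusters) where chance gives 452. Fits of 2 groups, trend and robust moderation and the replicate block called 0, and array weights 19. The 1.7-fold criterion was passed by 9 probes, 7 higher and 2 lower, against 5 and 4 after another quantile normalization and 6 and 4 with equal medians. The count was 17 without CT replicate 4, 14 without CT replicate 5 and 29 without YSR replicate 3. The unadjusted p of Sgk1 was 0.0646 and 0.0566 without CT replicates 2 and 3 and 0.0859 without YSR replicate 3, that of Ptpro was 0.0519 and 0.0554 without CT replicates 1 and 3 and 0.195 without YSR replicate 1, and Ptpro lay at 0.76 without CT replicate 6. The adjusted p of the glucocorticoid-responsive list was 0.234 without YSR replicate 3 and 0.155 with array weights, that of oligodendrocyte markers 0.117 without CT replicate 3 and 0.194 without YSR replicate 3, that of ribosomal proteins 0.0576 without YSR replicate 2 and that of the microRNA symbols 0.23 without CT replicate 3.

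YSSvsCT set rats with few past shocks and no drug against controls. The beta-globin genes Hbbl1, Hbb-b1 and Hbb-bs differed by -1.69, -1.58 and -1.54 on the log2 scale in YSS, each with 3 of 3 arrays below CT and an adjusted p of 1. They are close copies, so their probes may share signal. Hist2h3c2, a histone H3 gene, was 1.95-fold higher (adjusted p = 1, 1 of 3 arrays). Ribosomal proteins were higher as a list, with 9 of 47 at an unadjusted p under 0.05 and a positive difference in 47 (camera adjusted p = 5.61e-10, and adjusted p = 0.499 with an estimated correlation), Rpl36 by 1.43-fold and Rps10 by 1.40-fold. Oligodendrocyte markers had 0 of 8 members at an unadjusted p under 0.05 and a negative difference in 8 (camera adjusted p = 3.48e-06, and adjusted p = 0.499 with an estimated correlation). Clusters with a microRNA symbol ranked lower with 1 of 27 at an unadjusted p under 0.05 (camera adjusted p = 3.48e-06, and adjusted p = 0.499 with an estimated correlation), and so did the 14 matched ones with 1 (camera adjusted p = 0.00066, and adjusted p = 0.52 with an estimated correlation). In YSSvsCT limma called 0 probes at an adjusted p under 0.05, with 255 at an unadjusted p under 0.05 (198 higher and 57 lower, against 1210 and 1936 over all clusters), and each other tool run also called 0. The 1.7-fold criterion was passed by 14 probes, 8 higher and 6 lower, against 6 and 6 after another quantile normalization. The count was 24 without CT replicate 5 and 34 without YSS replicate 3. The unadjusted p of Hist2h3c2 was 0.0567 and 0.0569 without CT replicates 3 and 4 and 0.174 and 0.0613 without YSS replicates 1 and 3, and the adjusted p of the 27 microRNA symbols was 0.0622 without CT replicate 3 and 0.905, in the other direction, without YSS replicate 1.

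YSRvsYSS set many against few shocks. Ptpro was higher in YSR by 1.12 on the log2 scale, in 3 of 3 arrays, and Pdk4, under the filter, by 0.57, in 3 of 3 arrays. Rerg, a small GTPase, was 2.00-fold lower, in 2 of 3 arrays. Each had an adjusted p of 1. In this comparison limma called 0 probes at an adjusted p under 0.05, with 87 at an unadjusted p under 0.05 (58 higher and 29 lower, against 713 and 1177 over all clusters) where chance gives 452, and each other tool run called 0. There were 8 probes past the study's criterion, 6 higher and 2 lower, and camera called 0 lists, against 1 without CT replicate 6, 2 without YSR replicate 1 or 2, and 1 and 3 without YSS replicates 1 and 3. The probe count was 4 without YSR replicate 1, 21 without YSR replicate 3 and 23 without YSS replicate 2. The unadjusted p of Ptpro was 0.0752 and that of Rerg 0.122 without YSR replicate 1, Rerg had 0.143 without YSS replicate 1, and Pdk4 had 0.175 without YSR replicate 3 and 0.0864 and 0.102 without YSS replicates 1 and 2.

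SRvsYSR set methamphetamine with response-contingent shocks against non-contingent shocks with saline, so drug and shock contingency cannot be told apart. Genes that glucocorticoids induce were lower in SR, with 3 of 7 members at an unadjusted p under 0.05, 0 adjusted over the list alone and a negative difference in 7 (camera adjusted p = 4.3e-06, and adjusted p = 0.189 with an estimated correlation). Sgk1 was 1.84-fold and Mt2A 1.36-fold lower. Bcl6 differed by -0.30 on the log2 scale, with 0 arrays of each group above the 95th percentile of negative controls. Ptpro and the microRNA precursor Mir1912 differed by -1.02 and -0.81 on the log2 scale, and Serinc5, a membrane protein, was 1.76-fold and the aldo-keto reductase Akr1b10 1.73-fold higher. Each of these single genes outside the list, and Sgk1, had an adjusted p of 0.699. Pdk4, under the filter, differed by -0.87 (adjusted p = 0.908). Oxt differed by 3.42 (adjusted p = 0.908, exact permutation p = 0.0476), with 6 of 6 SR arrays above YSR, while 2 of 6 SR and 0 of 3 YSR arrays lay above the 95th percentile of negative controls. The study picked Oxt from these same SR arrays, so its p-values here are not independent evidence either. Oligodendrocyte markers were higher, with 5 of 8 at an unadjusted p under 0.05 and 0 adjusted over the list alone (camera adjusted p = 0.00022, and adjusted p = 0.711 with an estimated correlation), Opalin by 1.48-fold and Mag by 0.58 on the log2 scale. Oxidative phosphorylation ranked higher with 4 of 38 (camera adjusted p = 0.0444, and adjusted p = 0.894 with an estimated correlation), though not over the 37 with a matched cluster (camera adjusted p = 0.0757), potassium channels lower with 0 of 23 (camera adjusted p = 0.0444, and adjusted p = 0.796 with an estimated correlation), and clusters with a microRNA symbol lower with 3 lower and 1 higher of 27 (camera adjusted p = 4.3e-06, and adjusted p = 0.711 with an estimated correlation). Of the 14 matched ones 1 was lower and 1 higher (camera adjusted p = 0.00671, and adjusted p = 0.757 with an estimated correlation). Limma called 0 probes at an adjusted p under 0.05, with 572 at an unadjusted p under 0.05 (320 higher and 252 lower, against 1366 and 2170 over all clusters). Fits of 2 groups, trend and robust moderation and the replicate block called 0, and array weights 54. There were 57 probes past the study's criterion, 8 higher and 49 lower, and 46 of the lower ones had no matched gene.

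In SRvsYSR, the count at the study's criterion was 202, 109, 20 and 28 without SR replicates 1, 2, 5 and 6. The unadjusted p of Akr1b10 was 0.0591, 0.0695, 0.0682 and 0.0766 without SR replicates 1, 2, 3 and 5, 0.0503, 0.0503 and 0.0501 without SS replicates 2, 4 and 5, and 0.367 and 0.117 without YSR replicates 1 and 2. That of Ptpro was 0.0813 without YSR replicate 1 and that of Sgk1 0.0749 without YSR replicate 3. Mir1912 differed by -0.68, -0.69 and -0.72 without SR replicate 5, SR replicate 6 and YSR replicate 1, and Serinc5 by 0.68 and 0.70 without SR replicate 6 and YSR replicate 3. The adjusted p of oxidative phosphorylation was 0.27, 0.0603, 0.0641 and 0.145 without SR replicates 3, 4, 5 and 6, 0.213 and 0.0864 without YSR replicates 2 and 3, 0.0542, 0.0583, 0.0524, 0.0737 and 0.0561 without CT replicates 1, 2, 4, 5 and 6, and 0.0521 and 0.051 without SS replicates 1 and 5. That of potassium channels was 0.0656, 0.0603, 0.182 and 0.118 without SR replicates 3, 4, 5 and 6, 0.433 without YSR replicate 3, 0.055 and 0.0524 without CT replicates 2 and 4, and 0.0511 and 0.051 without SS replicates 1 and 5.

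SSvsYSS did the same for rats that cut their intake. Oligodendrocyte markers were higher in SS, with 6 of 8 members at an unadjusted p under 0.05, 0 over all probes and 6 adjusted over the list alone (camera adjusted p = 1.22e-07, and adjusted p = 0.541 with an estimated correlation). The myelin genes Mog, Cldn11 and Mobp were 1.68-fold, 1.54-fold and 1.37-fold higher. Mir770 was 2.08-fold higher (adjusted p = 0.325, 6 of 6 SS arrays above YSS), and Ptgds, the prostaglandin D2 synthase of brain, 1.85-fold and Mir598 1.81-fold higher (each adjusted p = 0.789, 6 of 6 arrays). Enpp2, which makes lysophosphatidic acid, was 2.13-fold higher (adjusted p = 0.832, 5 of 6 arrays), with 16.62 in SS replicate 1, the array in which the choroid plexus marker Ttr had 15.88. Ap1ar was 1.92-fold lower (adjusted p = 0.789), Rerg 1.74-fold lower (adjusted p = 0.846) and Cartpt 1.55-fold lower (adjusted p = 0.865). Ribosomal proteins were lower as a list, with 3 of 47 at an unadjusted p under 0.05 (camera adjusted p = 0.00232, and adjusted p = 0.876 with an estimated correlation), Rpl36 by 1.36-fold. Limma called 0 probes at an adjusted p under 0.05, with 494 at an unadjusted p under 0.05 (349 higher and 145 lower, against 1677 and 2060 over all clusters). Fits of 2 groups, trend and robust moderation and the replicate block called 0, array weights 2, and the fits without CT replicate 5 and without YSS replicate 2 called 1 and 3. At the study's criterion 19 probes passed, 14 higher and 5 lower, and the count was 39 and 29 without SS replicates 4 and 6 and 49 without YSS replicate 2.

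In SSvsYSS, Enpp2 was higher by 0.61 on the log2 scale without SS replicate 1, and Ptgds by 0.61 without SS replicate 3. Without YSS replicate 3 their unadjusted p was 0.0889 and 0.0578, and that of Ap1ar 0.0568. Without YSS replicate 1 it was 0.0686 for Ap1ar, 0.111 for Mir598, 0.261 for Rerg and 0.196 for Cartpt. Rerg had 0.057 and 0.0685 without SS replicates 1 and 2, and Cartpt 0.0831 without SS replicate 1. The adjusted p of ribosomal proteins was 0.343 and 0.166 without YSS replicates 1 and 2.

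**Figure D4:**
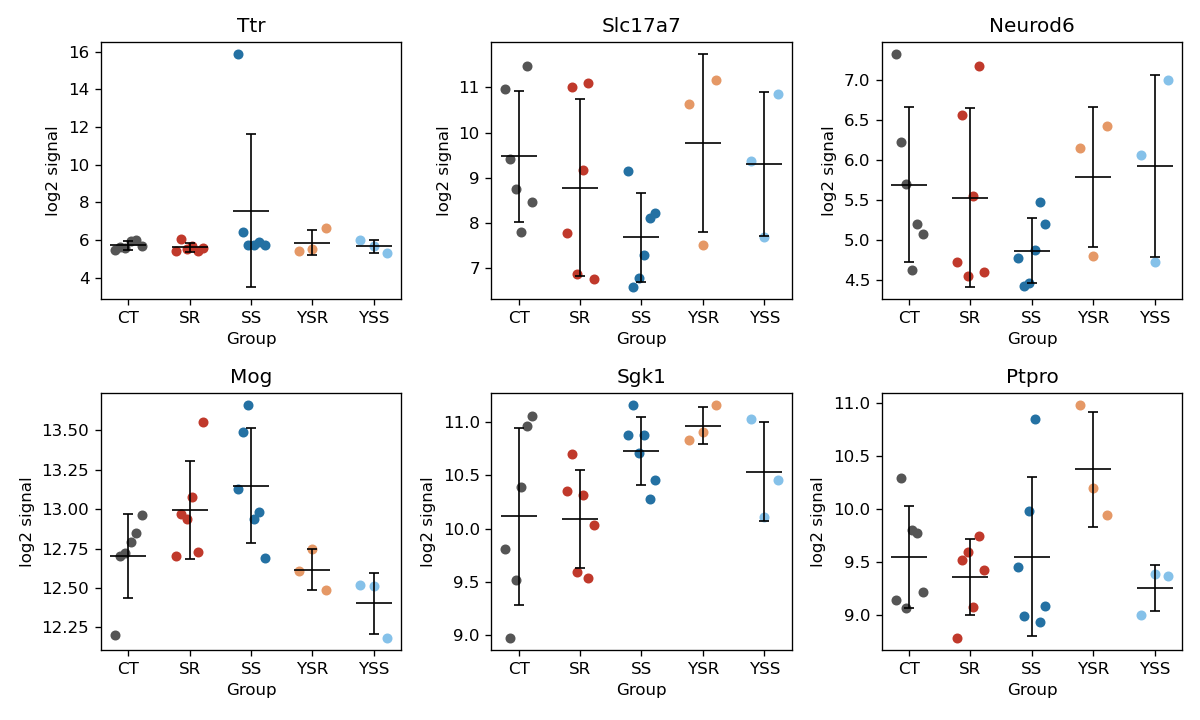
Log2 signal per array (points) with group mean and SD (bars) for 6 genes. Ttr was 15.88 in SS replicate 1, and the highest CT array had 6.01.

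Whether the difference from the yoked group differed between resistant and sensitive rats was tested as (SR-YSR)-(SS-YSS). Each of these differences mixes methamphetamine history with shock contingency, so the contrast does not isolate a drug effect. Limma called 0 probes at an adjusted p under 0.05, with 226 at an unadjusted p under 0.05 (75 higher and 151 lower, against 925 and 1442 over all clusters) where chance gives 452, and array weights and the replicate block also called 0. At the study's criterion 58 probes passed, 3 higher and 55 lower, against 245 over all clusters. With an estimated correlation or with fry, 0 lists passed in each of the 8 comparisons.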

Values the study reported

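The study measured 68,842 probes and found 9044 genes expressed in the nucleus accumbens. At 1.7-fold and p < 0.05 it reported 13 transcripts in the SRvsCT comparison, 6 of them higher and 7 lower. It gave 3 transcripts for SSvsCT and 9 for SRvsSS. For Oxt it gave increases of 6.19-fold against CT and 5.71-fold against SS. Quantitative PCR for Oxt in this region gave a difference among the groups (F(4,19) = 5.44, p = 0.0043), and in post-hoc tests SR was above CT, SS and both kinds of yoked rats. Its PCR here also gave a difference among the groups for Oxtr, Pdk4 and Ptpro, and none for Cartpt or Fmo2. Post-hoc, all other groups were slightly above CT for Oxtr. Pdk4 was higher in YSR than in the other groups, and slightly higher in SR and SS than in CT. For Ptpro, YSR and SS were above CT and SR was below YSR.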

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

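The tests of 1 outlying array, of the signal distribution and of negative controls, and the counts of other splits, were set before their results were seen. The tests on vasopressin and on hypothalamic markers, the set test on the contrast of differences from the yoked groups, the lists over matched clusters and the screen of genes under the filter were chosen after the data were seen, as was a stricter reading of the tests on the 180 SRvsCT probes and on vasopressin.

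Oxt reached 12.51 in SR replicate 6 against 7.79 in the highest CT array, in a probe under the filter, and its deviations from the group means correlated with those of the mean of 22 other hypothalamic markers over 24 arrays (Pearson r = 0.733, permutation p = 0.00118, Spearman rho = 0.779, permutation p = 0.00021, r = 0.721 with permutation p = 0.0016 without SR replicate 1 and CT replicate 1, the 2 farthest in the marker mean, r = 0.683 with permutation p = 0.00724 without SR replicate 6 and SS replicate 3, the 2 farthest in Oxt, and r = 0.534 with permutation p = 0.015 without SR replicates 3 and 6), so neighbouring tissue in the dissected piece is a candidate explanation. The means of such markers in SR and CT were 7.81 and 7.29 for Slc17a6, 6.54 and 5.93 for Avp, 5.91 and 5.37 for Gal, 5.75 and 5.33 for Trh and 5.13 and 5.28 for Otp, Crh had 4.66 and Sim1 4.22 in CT with differences of 0.14 and -0.02 in SR, and of 23 markers 1 passed the filter. The marker mean thus rests mostly on genes under the filter. The correlations are of deviations within groups, so they do not show why SR exceeded CT. Over all clusters the hypothalamic list had a camera adjusted p of 0.806 in SRvsCT (0.987 with an estimated correlation, run after the data were seen). Of its 23 members, 3 were higher and 1 lower at an unadjusted p under 0.05. Tissue with oxytocin and vasopressin neurons stays open: the upper 95% bound of the Avp difference was 1.05, below the lower bound of 1.40 for Oxt, but 0 of 6 SR and 0 of 6 CT arrays had Avp above the 95th percentile of negative controls, so that gene can exclude nothing. Signal at the level of negative controls also stays open on these arrays, since 2 of 6 SR arrays passed that percentile for Oxt. The PCR result for Oxt quoted from the study above bears on this explanation, but its values were not analysed here. It measured RNA of this region from the same groups of rats, so it cannot tell neighbouring tissue apart. The drug group itself remains an open explanation.

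The 180 SRvsCT probes were matched or exceeded in 5 of 100 splits of the 12 arrays, the real one included, with 1648 in the highest other split, so chance could not be excluded, and so many probes point to a structure of the samples. After another quantile normalization 232 probes passed, over the bound of 120 set in advance against unequal distributions, yet that bound took account of 1 scaling, and equal medians gave 63, so this explanation cannot be told apart from a group difference. Without SR replicate 5, 22 probes passed, under the bound of 90 set in advance for an effect of that array, but leaving out SR replicate 3, CT replicate 3 or SR replicate 6 gave 0, 17 and 18, so the array is not singled out. Whether the group accounts for the count stays open.

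The 72 lower SRvsCT probes at the study's criterion were 31 without SR replicate 5, which is consistent with 1 array standing apart for part of them. Unequal distributions as the whole cause are argued against, since 98 lower probes passed after another quantile normalization and 108 with equal medians. Chance could not be excluded for the 88 probes in both directions, since 7 of 100 splits gave as many and the highest other gave 254. A difference between the groups stays open.

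For other counts at the study's criterion, chance could not be excluded either. In SSvsCT 21 of 100 splits gave 13 or more (highest other 103), and in SRvsSS 15 of 100 gave 70 or more (highest other 183). In YSRvsCT 46 of 84 splits gave 9 or more (highest other 112), in YSSvsCT 44 gave 14 or more (262), in SRvsYSR 27 gave 57 or more (442) and in SSvsYSS 30 gave 19 or more (147). Splits with several times the real count point to a structure of the samples here too. For the number of gene lists, 60 of 100 splits gave the 4 of SRvsCT or more (highest other 11), 98 the 1 of SSvsCT (12) and 68 the 4 of SRvsSS (10). Of 84 splits, 49 gave the 4 of YSRvsCT or more (13), 50 the 3 of YSSvsCT (7), 41 the 5 of SRvsYSR (10) and 74 the 2 of SSvsYSS (11). In YSRvsYSS the 10 splits are too few for a share under 0.05, with 8 probes against 70 in the highest other (9 splits as large) and 0 lists against 6 (10 splits). For the F test 4 of 100 splits gave 1 probe or more, with 101 in the highest other. That share is just under 0.05, but 1 such share among 18 counts is about what chance gives, and the F test called 0 probes with no filter and 0 with the replicate block, so this count alone is weak ground for excluding chance.

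A single array lay far from the others of its group in 6 of 123 groups of 6 arrays, where chance gives about 6.15. The gap made up 0.773 of the range for Surf2 and 0.69 for Psap in CT (replicate 3), 0.684 for Mir770 in CT (replicate 5), 0.677 for Cartpt in CT (replicate 1), 0.704 for a noncoding cluster without a matched gene in SS (replicate 5) and 0.697 for Enpp2 in SS (replicate 1, at 16.62).

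By camera, 6 lists differed in the contrast of differences from the yoked groups, and 0 with an estimated correlation or fry. Lower in the resistant contrast were glucocorticoid-responsive genes (camera adjusted p = 0.000314, and adjusted p = 0.285 with an estimated correlation), microglia markers (0.017, and adjusted p = 0.382 with an estimated correlation) and clusters with a microRNA symbol (8.97e-11, and adjusted p = 0.285 with an estimated correlation, or 1.26e-05 over the 14 matched ones, with an adjusted p of 0.268 with an estimated correlation). Higher were stress-response chaperones (0.0254), ribosomal proteins (0.00661) and oxidative phosphorylation (0.0254), each with an adjusted p of 0.686 with an estimated correlation. Few members changed singly. At an unadjusted p under 0.05, 1 of 7 glucocorticoid-responsive genes, 0 of 5 microglia markers and 2 of 27 clusters with a microRNA symbol were lower. At that threshold 0 of 8 chaperones, 2 of 47 ribosomal protein genes and 3 of 38 oxidative phosphorylation genes were higher.

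Under the filter, Ttr, a transport protein abundant in choroid plexus, was 15.88 in SS replicate 1 against 6.01 in the highest CT array, and Kl, also expressed there, was 10.25 in that array against 5.16.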

How the results depend on the processing

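The fit without SR replicate 5 and CT replicate 3 together and the lists over clusters matched to their gene were chosen after seeing the data, and the other alternatives before. Oxt kept its direction and an unadjusted limma p under 0.05 in each of the 32 alternatives that gave it a value, with log2 differences of 2.24 to 3.29 in SRvsCT and 2.14 to 3.29 in SRvsSS when 1 array was left out, and 4.12 and 3.30 with array weights. The cause of the other changes was not tested, except that 1 probe per gene and no filter change the number of probes tested, and that leaving out arrays leaves fewer samples. Of 2785 values of 84 other results (single genes and lists), 2466 kept their direction and side of the threshold, 283 lost and 33 gained a pass in the same direction and 3 changed direction. Whether the replicate numbers pair rats, such as yoked partners, is not given in the sources used here. Over all pairs of groups, 39 same-numbered pairs had a median correlation of deviations of -0.02 (from -0.55 to 0.57), and 13 were over 0.1. The 186 other pairs had a median of -0.02. Most of these groups were not yoked to each other, so the correlations cannot show whether yoked partners share a number. The alternative that needed array values of the deposited group table was not run, and Oxt has no other value without a filter and none with the filter on all arrays. Signal over background limits Oxt and other genes under the filter, which lie near the negative controls on most arrays. Passing the filter did not place a gene clear of background either. The bioB mean behind the filter was 9.454, while the 95th percentile of negative controls ran from 9.635 (SR replicate 5) to 10.32 (SS replicate 4). Among tested genes, Bcl6 had 0 arrays of each group above that percentile, whereas Ncl lay above it on each array.

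At an adjusted p under 0.05, counts moved as follows. After another quantile normalization the counts were SRvsYSR 2, SSvsYSS 1, the F test 15. With equal medians the counts were SRvsCT 63, SSvsYSS 1, the F test 2. With no filter the counts were SSvsCT 1, the F test 0. In fits of 2 groups only the counts were SRvsCT 0. In fits of 2 groups without moderation the counts were SRvsCT 4. With array weights the counts were SRvsCT 1250, SSvsCT 36, SRvsSS 751, YSRvsCT 19, SRvsYSR 54, SSvsYSS 2, the F test 496. With 1 probe per gene the counts were SRvsCT 363, the F test 33. With the replicate block the counts were SRvsCT 75, the F test 0. Without SR replicate 5 and CT replicate 3 together the counts were SRvsCT 0. With 1 array left out in turn the counts ran over SRvsCT 0 to 1196, SSvsCT 0 to 0, SRvsSS 0 to 298, YSRvsCT 0 to 0, YSSvsCT 0 to 0, YSRvsYSS 0 to 0, SRvsYSR 0 to 0, SSvsYSS 0 to 3, the contrast of differences 0 to 0, the F test 1 to 205.

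Counts at the study's criterion moved as follows. At 1.5-fold the counts were SRvsCT 222, SSvsCT 33, SRvsSS 174, YSRvsCT 21, YSSvsCT 29, SRvsYSR 126, SSvsYSS 52. At 2-fold the counts were SRvsCT 21, SSvsCT 6, SRvsSS 16, YSRvsCT 3, YSSvsCT 9, YSRvsYSS 5, SRvsYSR 16, SSvsYSS 6. With the filter on all 24 arrays the counts were SSvsYSS 29. With no filter the counts were SRvsCT 154, SSvsCT 49, SRvsSS 115, YSRvsCT 44, YSSvsCT 66, YSRvsYSS 51, SRvsYSR 122, SSvsYSS 88. In fits of 2 groups only the counts were YSSvsCT 22, YSRvsYSS 21, SRvsYSR 28. In fits of 2 groups without moderation the counts were SRvsSS 40, YSRvsCT 4, SRvsYSR 13. With array weights the counts were SSvsCT 24, YSRvsCT 30, YSRvsYSS 14, SRvsYSR 86. With 1 probe per gene the counts were SRvsCT 3, SSvsCT 3, SRvsSS 3, YSRvsCT 2, YSSvsCT 4, YSRvsYSS 2, SRvsYSR 6, SSvsYSS 6. With the replicate block the counts were YSSvsCT 34, SRvsYSR 28, SSvsYSS 39. Without SR replicate 5 and CT replicate 3 together the counts were SRvsCT 19, SRvsSS 16, SRvsYSR 22. With 1 array left out in turn the counts ran over SRvsCT 45 to 205, SSvsCT 9 to 21, SRvsSS 18 to 189, YSRvsCT 6 to 29, YSSvsCT 10 to 34, YSRvsYSS 4 to 23, SRvsYSR 20 to 202, SSvsYSS 16 to 49.

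The number of gene lists past the test moved as follows. After another quantile normalization the counts were SSvsCT 3. With no filter the counts were SRvsCT 8, SSvsCT 6, SRvsSS 10, YSSvsCT 8, YSRvsYSS 5, SSvsYSS 7. With array weights the counts were SSvsCT 2, SRvsSS 7, YSRvsYSS 2. With the replicate block the counts were SRvsYSR 2. With an estimated correlation the counts were SRvsCT 0, SSvsCT 0, SRvsSS 0, YSRvsCT 0, YSSvsCT 0, SRvsYSR 0, SSvsYSS 0. With clusters matched to their gene only the counts were SSvsCT 3. With fry the counts were SRvsCT 0, SSvsCT 0, SRvsSS 0, YSRvsCT 0, YSSvsCT 0, SRvsYSR 0, SSvsYSS 0. With 1 array left out in turn the counts ran over SRvsCT 2 to 6, SSvsCT 0 to 6, SRvsSS 3 to 7, YSRvsCT 2 to 7, YSSvsCT 2 to 6, YSRvsYSS 0 to 3, SRvsYSR 3 to 8, SSvsYSS 1 to 3.

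Of the lists, potassium channels in SRvsCT turned direction in fry (adjusted p = 0.696), epigenetic enzymes in SRvsSS with no filter (adjusted p = 0.351) and the 27 microRNA symbols in YSSvsCT without YSS replicate 1 (adjusted p = 0.905). Left out in turn, single arrays gave that last list an adjusted p from 2.64e-13 to 0.905.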

Other observations

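The lists and tests here were set before the data were examined, except the set test over all clusters with an estimated correlation and the match of clusters to genes. Inhibitory receptor genes gave 3 of 15 GABA and glycine receptors higher in SR than CT at an unadjusted p under 0.05, 1 of them over all probes and 1 adjusted over the list alone. That gene was Gabbr1, a subunit of the GABA-B receptor, higher by 0.29 on the log2 scale (adjusted p = 0.0245), and the list had a camera adjusted p of 0.845. The glycine receptor genes Glra2 and Glrb were 1.58-fold higher (adjusted p = 0.148) and higher by 0.30 on the log2 scale (adjusted p = 0.187). Of 8 stress-response chaperones, 3 were higher at an unadjusted p under 0.05, 0 over all probes and 3 adjusted over the list alone (camera adjusted p = 0.269), with Hsp90aa1 1.25-fold and Hspd1 and Hspe1 each 1.19-fold higher.

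Among tested probes, markers of the main cell types of the region gave no list call in SRvsCT. Over all clusters, camera ranked oligodendrocyte markers (adjusted p = 0.00758, and adjusted p = 0.64 with an estimated correlation) and oligodendrocyte precursor markers (0.0101, and adjusted p = 0.527 with an estimated correlation) higher and blood cell markers lower (0.0101, and adjusted p = 0.527 with an estimated correlation). Of the tested probes, D1 medium spiny neuron markers had a camera adjusted p of 0.833 and D2 markers 0.298. The dopamine receptor gene Drd1 had 12.26 ± 0.343 (SD, n = 6) in SR and 12.14 ± 0.404 (n = 6) in CT, and Drd2 15.18 ± 0.564 (n = 6) and 15.16 ± 0.513 (n = 6). Of 8 oligodendrocyte markers 4 were higher at an unadjusted p under 0.05, 0 over all probes and 1 adjusted over the list alone (camera adjusted p = 0.269), with Mag higher by 0.65 on the log2 scale (adjusted p = 0.0687). Of 14 tested genes that the study listed for the dorsal striatum of these rats, 2 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.551, and over all clusters 0.0263, with an adjusted p of 0.632 with an estimated correlation). The study chose them on other tissue of these rats, so they are not independent evidence.

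At the study's criterion, the authors' deposited table gave 77 of the tested probes in SRvsCT, 15 higher and 62 lower, and 3 of them carried 1 gene symbol. For Oxt in SRvsCT the authors' deposited table gave an FDR p-value of 0.271. At an FDR under 0.05 the authors' deposited table held 12 clusters in SRvsCT and 0 in each other pairwise comparison, and 16 for all conditions together.

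In limma, 88 probes passed the study's criterion in SRvsCT, 13 in SSvsCT and 70 in SRvsSS, and 2, 2 and 0 of them had a matched gene. The counts of probes are higher than the values quoted from the study above and those of matched genes lower. The study presents its transcripts as named genes and microRNAs, while the probe counts here include clusters without a gene and the match of clusters to genes was made here, so these are not counts of the same kind.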
